A study of Homo sapiens with 39 samples.

How the data were processed

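The data are RNA-seq libraries of A375 and WM115, 2 established human melanoma cell lines. Per the labels, each line was sampled as wild-type cells (WT) and as clones in which a regulatory region near SOX10, called R1 or R4, had been deleted. SOX10 encodes a transcription factor of the neural crest and of melanocytes. Per the labels, total RNA was taken from the cells, polyadenylated RNA was captured on oligo-dT beads, cDNA synthesis was primed with random hexamers, and the amplified libraries were sequenced on an Illumina instrument.

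The authors deposited 1 table of gene-level values and 1 table of transcript-level values, both in TPM (a length-corrected share of each library). The gene table has 60871 lines and 60671 distinct Ensembl identifiers. The 200 repeated lines are identical copies and were used once. The deposited gene-level TPM sum to between 999999.9 and 1000000.1 in each library, so no further scaling between libraries was visible in them. The transcript table has 174851 lines with 1123 identical repeats, and its TPM sum to between 966705.1 and 981227.1 per library. The aligner, the annotation release and the genome build behind the values are not stated in the labels or the tables. Read counts are not given, so the depth of each library is unknown, no counting interval or detection floor was computed, and a gene at 0 TPM is described as listed at 0. Each table also holds 6 columns of values that match no sample of the series and were not used here.

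Samples were grouped by line and clone as the labels give them, which made 11 groups of 3 to 5 libraries, 39 libraries in all. WM115 clone 1.3 has a title that names R1 and a genotype label that names R4. It was therefore kept as a group of its own and left out of every comparison of regions. Libraries of 1 clone repeat that clone, so a test over libraries compares a clone with WT, and only a test over clones compares a deletion with its absence.

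Values were analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, each line on its own. A gene was tested when it had a TPM of at least 1 in at least 3 libraries of the line, which left 16692 genes in A375 and 16997 in WM115. A linear model with 1 coefficient per group was fitted, with empirical Bayes moderation and a trend of variance on mean expression. All tests are two-sided, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested in a comparison. A gene was called when its adjusted p was under 0.05 and its log2 difference from WT was at least 1 in size. For each region the calls of clones x.1 and x.2 were then intersected by direction. Because both clones of a line share the WT libraries, the intersection was set beside 100 simulated draws in which unchanged groups built from permuted residuals were compared with the same WT.

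Comparisons with the clone as the unit used limma on the mean log2(TPM + 1) of each clone. Within a line these had 2 clones per region and 1 WT value. Across lines, R1 was compared with R4 over 8 clones with the line as a covariate, and an interaction of region and line tested whether a deletion differed in effect between the lines. Pearson's r and Spearman's rho of the effects in the 2 lines were taken across 15287 genes, which are not independent replicates.

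Lists of melanocytic genes (15), neural crest and glial genes (20) and genes of an undifferentiated state (20) were tested in each clone with camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 27 tests. The alternatives were fry and camera with an estimated correlation. CDK2 and BCL2A1 in the melanocytic list are not restricted to pigment cells, and many genes of the undifferentiated list are expressed in most adherent cells. A list of 24 genes around SOX10 was examined from the same fits, with p-values adjusted over all genes and over the list alone. Beyond these lists, the genes named are, for each region and line, the 3 that rose and the 3 that fell furthest by the smaller of the 2 clones' differences, among genes called the same way in both clones, and up to 5 genes per region called the same way in both clones of both lines. The groups, tests, lists, naming rule and most alternatives were fixed before the data were examined.

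Gene positions are from GENCODE 29 (GRCh38), matched by Ensembl identifier. It placed 58453 of the identifiers and left 2218 without a position. The build used for the deposited values may be another one.

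Alternatives fixed in advance were a pseudocount of 0.1, a filter at a mean TPM of 5, no filter, median-of-ratios scaling, quantile normalization, no variance trend, a fit of only the 2 groups compared, the replicate number as a block, leaving out each library or clone in turn, no minimum difference, libraries as units for the regions, and clone 1.3 counted to either region. Alternatives added after the data were seen were a correction for transcript GC content and length by natural splines with 4 degrees of freedom each (known for 84.8% of tested genes in A375 and 84.0% in WM115), a term for the set of libraries, high or low, that the share of mitochondrially encoded TPM makes, fits within 1 of these 2 sets, the replicate block with only 2 groups for A375 clone 4.1, leaving WM115 clone 1.2 library 3 out of every fit, leaving out each clone for SOX10 between R1 and R4, and removal of each chromosome's median. The sets lie on either side of gaps in the share at 2.5% in A375 and 7.5% in WM115. The labels give no batch or date.

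The steps were tested on simulated data with 200 genes changed by a log2 of 1.5 to 3. The comparison of a clone with WT recovered 88.3% to 93.4% of the changed genes that passed the filter, with 1 to 8 false calls. Its noise was drawn independently for each gene and library, so no variation shared across a library entered. The permuted residuals of the real libraries gave means of 0.01 to 18.01 calls per clone. Single draws reached 923 and 932 for A375 clones 1.1 and 1.2, so 1 to 8 is not the error rate of the real data. At the level of clones, 81.6% to 91.8% were recovered for a region against WT within a line, 99.0% for R1 against R4 over both lines and 78.8% for the interaction, with no variation between clones in the simulation. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.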

Results

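RNA abundance was measured in 39 libraries of the human melanoma lines A375 and WM115. A375 gave 4 WT libraries, 3 of R1 clone 1.1, 4 of R1 clone 1.2, 4 of R4 clone 4.1 and 3 of R4 clone 4.2. WM115 gave 4 WT libraries, 5 of R1 clone 1.1, 3 of R1 clone 1.2, 3 of R4 clone 4.1, 3 of R4 clone 4.2 and 3 of clone 1.3, whose deleted region the labels give in conflicting ways. Read depth is unknown, because the values are TPM without counts. Between 14128 and 16140 genes had a TPM of at least 1 in an A375 library, and between 14084 and 15528 in a WM115 library. Mitochondrially encoded genes took 0.968% to 4.92% of the TPM in A375 and 4.71% to 19.4% in WM115, and the 10 most abundant genes took 5.55% to 9.45% and 6.53% to 16.9%. Within a group, libraries correlated across genes at 0.928 to 0.988. The A375 groups were not all separated by this measure. Libraries 1, 2 and 3 of A375 clone 1.1 were nearest to clone 4.2, at 0.981, 0.984 and 0.982. Their best values within clone 1.1 were 0.959, 0.979 and 0.979. A375 WT libraries 1, 2 and 4 were nearest to R4 libraries. Each library of A375 clone 1.2 was nearest to another of its own clone.

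The first comparison asked whether loss of R1 or R4 changed the level of SOX10 (ENSG00000100146, chromosome 22, 37970686 to 37987422, minus strand, GRCh38). In A375, WT libraries had a SOX10 level of 682 ± 35.6 TPM (SD, n = 4). R1 clone 1.2 had 443 ± 27.8 TPM (SD, n = 4), and all 4 of its libraries lay below the lowest WT library. Its log2 difference from WT was -0.62 (SE 0.15, limma adjusted p 0.0135 over all genes). R1 clone 1.1 had 513 ± 144 TPM (SD, n = 3), a log2 difference of -0.45 (SE 0.16) with a limma adjusted p of 0.286 over all genes and 0.0382 over the 9 clones alone. R4 clone 4.1 had 777 ± 71.1 TPM (SD, n = 4), with all 4 libraries above the highest WT library and a limma adjusted p of 0.794 for a log2 difference of 0.18 (SE 0.15). R4 clone 4.2 had 559 ± 80.9 TPM (SD, n = 3), with a log2 difference of -0.30 (SE 0.16) and a limma adjusted p of 0.658.

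In WM115, WT libraries had a SOX10 level of 507 ± 48.3 TPM (SD, n = 4). R1 clone 1.2 had 187 ± 153 TPM (SD, n = 3), and all 3 libraries lay below the lowest WT library. Library 3 had 9.56 TPM, while libraries 1 and 2 had 279 and 272 TPM. The log2 difference for SOX10 in WM115 clone 1.2 was -2.44 (SE 0.70, limma adjusted p 0.0192), and leaving out library 3, the alternative that moved the SOX10 values most, made it -0.87. Genes along the whole of chromosome 22 were lower in this clone, and library 3 may hold other cells than libraries 1 and 2, so the SOX10 value does not isolate the deletion. The other WM115 clones had mean levels of 405 to 439 TPM. Their log2 differences were -0.32 in R1 clone 1.1, -0.33 in R4 clone 4.1, -0.28 in R4 clone 4.2 and -0.23 in clone 1.3, with limma adjusted p-values of 0.753, 0.773, 0.804 and 0.932. The SE of these 4 differences was 0.61 for clone 1.1 and 0.70 for the others, because the fit shares 1 estimate of spread per gene, to which library 3 of clone 1.2 contributed.

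**Figure D1:**
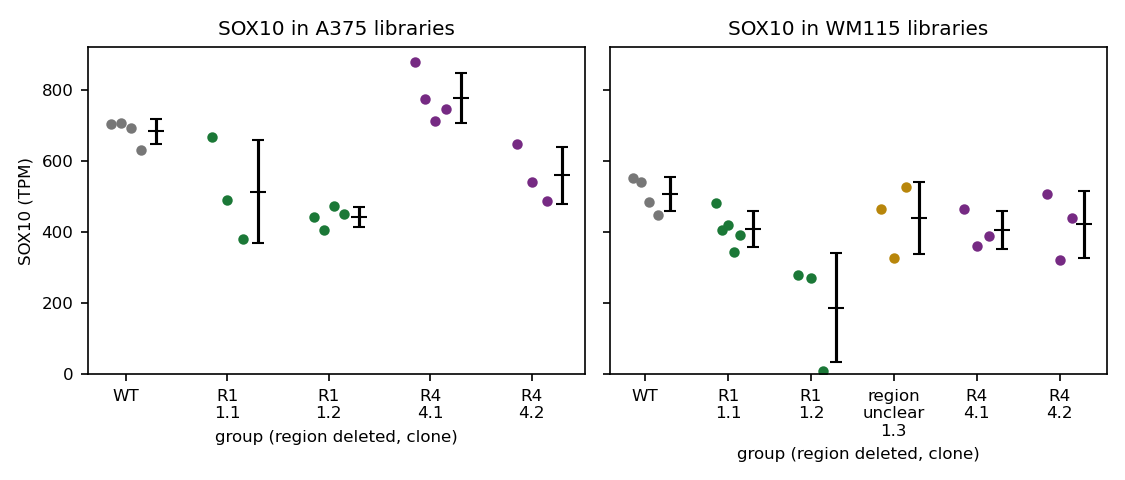
SOX10 level in TPM in each library of A375 (left) and WM115 (right), by group; points are libraries and bars give the mean and SD of the group. The 4 libraries of A375 R1 clone 1.2 lie below the 4 WT libraries, and 1 library of WM115 R1 clone 1.2 stands at 9.56 TPM.

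Whether the adjusted p for SOX10 was under 0.05 depended on the processing. For SOX10 in A375 clone 1.2 it rose over 0.05 after quantile normalization, where the log2 difference was -0.55, and within the A375 libraries with a low mitochondrial share, where it was -0.68. For SOX10 in A375 clone 1.1 it came under 0.05 without library 1, with a log2 difference of -0.66. No A375 clone reached the minimum log2 difference of a call for SOX10 under any alternative. The adjusted p for SOX10 in WM115 clone 1.2 rose over 0.05 when only the 2 groups were fitted and within the libraries with a high mitochondrial share, while its log2 difference was -2.44 in both fits.

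The transcript table lists 7 SOX10 transcripts, and their TPM summed to the gene-level values to within 0.001 TPM in each library. No test was run across transcripts.

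Each clone was next compared with WT over all genes. In A375, 122 genes were called in R1 clone 1.1 (31 higher, 91 lower), 669 in R1 clone 1.2 (429 higher, 240 lower), 109 in R4 clone 4.1 (41 higher, 68 lower) and 79 in R4 clone 4.2 (18 higher, 61 lower). In WM115, 829 genes were called in R1 clone 1.1 (207 higher, 622 lower), 1293 in R1 clone 1.2 (764 higher, 529 lower), 1286 in R4 clone 4.1 (544 higher, 742 lower), 1122 in R4 clone 4.2 (429 higher, 693 lower) and 105 in clone 1.3 (72 higher, 33 lower). Unchanged groups simulated from the residuals gave means of 0.01 to 18.01 calls per clone, with single draws as high as 923 for A375 clone 1.1 and 932 for A375 clone 1.2. As a ratio, dropping the minimum difference moved the counts of WM115 clones 1.1, 1.2, 4.1 and 4.2 most, to 3732, 3839, 4110 and 3449 genes. The genes called in A375 clone 1.1, the genes called in A375 clone 1.2, the genes called in A375 clone 4.1 and the genes called in A375 clone 4.2 moved most within the libraries of low mitochondrial share, to 28, 124, 37 and 23. A filter at a mean TPM of 5 moved the genes called in WM115 clone 1.3 most, to 25. Without library 3, the genes called in WM115 clone 1.2 numbered 501. Leaving out 1 library also changed the genes called in A375 clone 1.1 to 223 (without its library 1) or 56 (without its library 2), the genes called in A375 clone 4.2 to 52 (without its library 2) or 49 (without its library 3), and the genes called in WM115 clone 1.3 to 321 (without its library 3).

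**Figure D2:**
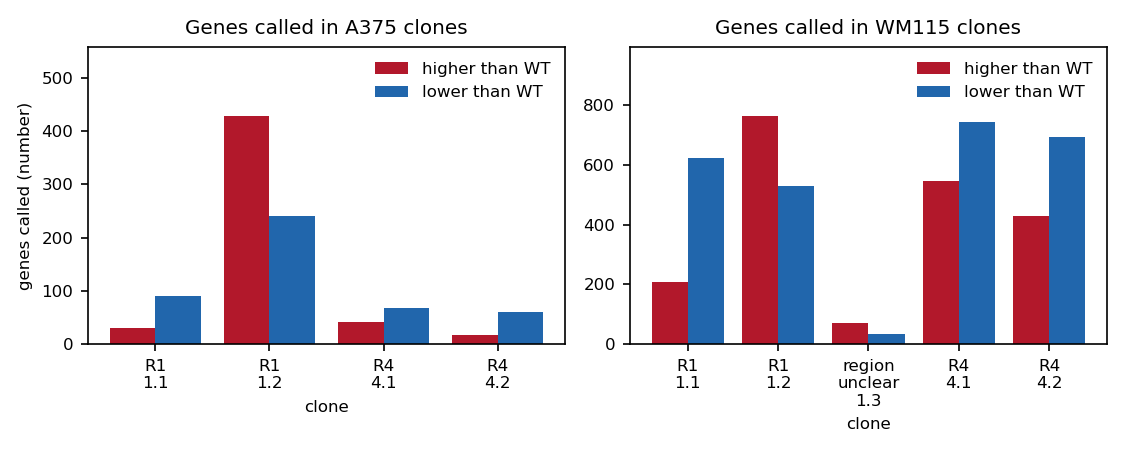
Number of genes called higher or lower than WT (adjusted p under 0.05 and a log2 difference of at least 1 in size) in each clone of A375 (left) and WM115 (right); the vertical axes differ. The counts run from 79 genes in A375 R4 clone 4.2 to 1293 in WM115 R1 clone 1.2, and the shares of higher genes in WM115 clones 1.1, 4.1 and 4.2 and in A375 clones 1.1 and 1.2 moved by more than 10 points under other scalings, as did that of WM115 clone 1.2 under a stricter filter and that of A375 clone 4.1 with a smaller pseudocount.

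The genes of whole chromosomes were shifted in A375 clones 1.2 and 4.1 and in all 5 WM115 clones, and part of their called genes lay there. Copy number was not measured. The balance of higher and lower calls depended on the processing. The median log2 difference of all tested genes was -0.12 in WM115 clone 1.1 and -0.10 in both clones 4.1 and 4.2, and median-of-ratios scaling moved these medians to -0.03, 0.00 and -0.01. Higher genes made up 25.0%, 42.3% and 38.2% of the calls in these clones as deposited, and 36.4%, 55.0% and 48.9% after that scaling, so the majority changed sides in clone 4.1. After quantile normalization the shares were 43.4%, 54.5% and 50.9%. In A375 clone 1.2, higher genes were 64.1% of the calls as deposited and 51.9% after quantile normalization, and in A375 clone 1.1 they were 25.4% and 39.8%. In WM115 clone 1.2 they were 59.1% as deposited and 44.9% of 715 calls at a mean TPM of at least 5, so the majority changed sides. In A375 clone 4.1 they were 37.6% as deposited and 23.5% with a pseudocount of 0.1, and with the clone and WT paired by replicate number 123 genes were higher and 123 lower. After the GC and length correction the shares in WM115 clones 4.1 and 4.2 were 54.5% and 52.2%.

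The libraries fell into sets of high and low mitochondrial share on either side of 2.5% in A375 and 7.5% in WM115, gaps that were placed after the values were seen. With the set as a term, the genes called in A375 clone 1.1 numbered 116, the genes called in A375 clone 1.2 692, the genes called in A375 clone 4.1 111 and the genes called in A375 clone 4.2 75. In WM115 that fit gave 103 for the genes called in WM115 clone 1.3, 616 for the genes called in WM115 clone 1.1, 1306 for the genes called in WM115 clone 1.2, 923 for the genes called in WM115 clone 4.1 and 1017 for the genes called in WM115 clone 4.2. Within the 12 A375 libraries of low share, 28, 124, 37 and 23 genes were called in clones 1.1, 1.2, 4.1 and 4.2. Within the 15 WM115 libraries of high share, 371 were called in clone 1.1, 568 in clone 4.2 and 53 in clone 1.3, and clone 4.1 had only 1 library there. All 4 WM115 WT libraries had a high share, while 3 of 5 libraries of clone 1.1, 2 of 3 of clone 4.1 and 1 of 3 of clone 4.2 had a low one. Ribosomal protein genes took 11.1% to 12.8% of TPM in the WM115 WT libraries and 10.6% in library 3 of clone 1.3. They took 15.06% to 17.4% in the other WM115 clone libraries. No fit had a term for this share, so the WM115 counts against WT were not separated from it.

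Replicate numbers carried shared variation between some groups. The deviations of A375 clone 4.1 libraries from their group mean correlated across genes with those of the WT library of the same number, at r of 0.326 to 0.776 in all 4 pairs. Deviations of A375 clone 1.1 libraries correlated likewise with those of the clone 4.2 library of the same number, at 0.435 to 0.740 in all 3 pairs. Of the other pairs of groups within a line, 0 had all their values over 0.1. With the replicate number as a block and only the 2 groups fitted, the genes called in A375 clone 4.1 rose from 109 to 246, and to 213 with the GC and length correction added.

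Changes present in both clones of a region do not rest on a single clone. In A375, 29 genes were called the same way in both R1 clones (11 higher, 18 lower) and 19 in opposite ways, and 25 were called the same way in both R4 clones (0 higher, 25 lower) and 4 in opposite ways. In WM115, 168 genes were called the same way in both R1 clones (45 higher, 123 lower) and 53 in opposite ways, and 548 in both R4 clones (201 higher, 347 lower) and 5 in opposite ways. The simulated unchanged groups gave 0 shared calls in each of 100 draws. Across genes, the effects of the clone pairs correlated at 0.08 in A375 R1, -0.05 in A375 R4, 0.22 in WM115 R1 and 0.69 in WM115 R4. Because the WT libraries are shared, unchanged groups alone gave mean correlations of 0.46, 0.41, 0.45 and 0.48, and 14 of the 100 draws reached the WM115 R4 value. With each clone set against different WT libraries, a check chosen after the data were seen, the mean correlations were -0.09, -0.20, 0.13 and 0.58, and the last ranged from 0.50 to 0.64 over 6 divisions of the WT libraries. Clones with different deletions also shared calls: 240, 258, 289 and 327 genes in the pairs 1.1 with 4.1, 1.1 with 4.2, 1.2 with 4.1 and 1.2 with 4.2 of WM115, and 25, 35, 7 and 9 in the same pairs of A375. In these pairs 47, 29, 24 and 10 genes were called in opposite ways in WM115, and 4, 0, 33 and 19 in A375. The opposite calls thus outnumbered the shared ones in the A375 pairs 1.2 with 4.1 and 1.2 with 4.2. The R1 overlap of 168 in WM115 was smaller than all 4 shared counts of its line. In A375 the overlaps of 29 for R1 and 25 for R4 lay within the range of the 4 shared counts. The R4 overlap of 548 in WM115 was larger than all 4 shared counts. Without library 3 of clone 1.2, the genes called in both clones of WM115 R1 fell to 75, and without WT library 3 they rose to 270. Without WT library 4, the genes called in both clones of WM115 R4 fell to 350. The genes called in both clones of A375 R1 numbered 61, 11 and 16 without library 1, 2 or 3 of clone 1.1, 19 without WT library 3 and 44 without WT library 4.

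In A375 R1, the 3 genes that rose furthest in both clones were ADGRF1 (ENSG00000153292), SLC14A1 (ENSG00000141469) and the noncoding RNA LINC00973 (ENSG00000240476). ADGRF1, on chromosome 6 from 46997703 to 47042363, had 17.3 ± 11.2 TPM in clone 1.1 (SD, n = 3) and 12.7 ± 2.75 TPM in clone 1.2 (SD, n = 4) against 1.62 ± 2.14 TPM in WT (SD, n = 4). Its log2 differences were 2.86 (SE 0.62) and 2.66 (SE 0.57), with limma adjusted p-values of 0.0323 and 0.00705. Library 4 of WT and of clone 4.1 stood above their groups for ADGRF1. SLC14A1 rose by a log2 of 1.57 and 2.26 and LINC00973 by 1.54 and 1.63. The 3 genes that fell furthest were FDCSP (ENSG00000181617), RXRG (ENSG00000143171) and CTSK (ENSG00000143387). FDCSP, on chromosome 4 from 70226071 to 70235252, had 38.1 ± 11.1 TPM in WT (SD, n = 4), 1.36 ± 1.81 TPM in clone 1.1 (SD, n = 3) and 0.266 ± 0.164 TPM in clone 1.2 (SD, n = 4). Its log2 differences were -4.28 and -4.91, with limma adjusted p-values of 0.000670 and 1.24e-05. RXRG changed by a log2 of -3.50 and -4.20, and CTSK by -2.63 and -2.39.

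In A375 R4, 0 genes rose in both clones, while 1758 genes in clone 4.1 and 1297 in clone 4.2 had an unadjusted p under 0.05 in either direction. That count rests on a fit without pairing. With clone 4.1 and WT paired by replicate number, 26 genes were called the same way in both R4 clones, and TFPI2 (ENSG00000105825) was the 1 among them that rose, by a log2 of 1.42 in clone 4.1 (limma adjusted p 0.00330 paired, 0.0705 unpaired) and 1.85 in clone 4.2 (limma adjusted p 0.0404). TFPI2 and the paired fit were singled out after the values were seen. The 3 that fell furthest were GAGE12C (ENSG00000237671), GAGE2E (ENSG00000275113) and GAGE1 (ENSG00000205777), members of a family of near-identical copies on chromosome X, among which reads cannot be assigned with certainty. GAGE12C had 16.8 ± 5.04 TPM in WT (SD, n = 4), 0.570 ± 1.14 TPM in clone 4.1 (SD, n = 4) and 0.339 ± 0.345 TPM in clone 4.2 (SD, n = 3). It was not specific to R4: R1 clone 1.1 had 0.2603 TPM and R1 clone 1.2 had 122 TPM, with log2 differences of -3.77 and 2.84. GAGE2E and GAGE1 moved the same way as GAGE12C in each A375 clone.

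In WM115 R1, INA (ENSG00000148798), ACAN (ENSG00000157766) and COL15A1 (ENSG00000204291) rose furthest in both clones. INA, on chromosome 10 from 103277163 to 103290351, had 0.215 ± 0.184 TPM in WT (SD, n = 4), 6.20 ± 0.942 TPM in clone 1.1 (SD, n = 5) and 20.6 ± 7.72 TPM in clone 1.2 (SD, n = 3). Its log2 difference in clone 1.1 was 2.57 (SE 0.46), and the limma adjusted p-values in the 2 clones were 0.000743 and 0.000101. ACAN rose by a log2 of 2.69 and 2.09 and COL15A1 by 1.96 and 1.93. SAA1 (ENSG00000173432), SAA2 (ENSG00000134339) and LCN2 (ENSG00000148346) fell furthest. SAA1, on chromosome 11 from 18266174 to 18269977, had 394 ± 303 TPM in WT (SD, n = 4), 1.49 ± 1.25 TPM in clone 1.1 (SD, n = 5) and 8.70 ± 12.1 TPM in clone 1.2 (SD, n = 3), with log2 differences of -6.92 and -5.67. SAA2 is a paralog of SAA1 that can share its reads, and it changed by -5.59 and -5.12. LCN2 changed by -5.98 and -5.06.

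In WM115 R4, STRA6 (ENSG00000137868), LGALS7B (ENSG00000178934) and ID3 (ENSG00000117318) rose furthest. STRA6 had 0.817 ± 0.626 TPM in WT (SD, n = 4), 36.5 ± 7.64 TPM in clone 4.1 (SD, n = 3) and 32.6 ± 35.9 TPM in clone 4.2 (SD, n = 3), with log2 differences of 4.42 and 3.73. LGALS7B, which has a near-identical paralog, rose by a log2 of 5.37 and 3.69, and ID3 by 4.17 and 3.37. CAPN3 (ENSG00000092529), DCT (ENSG00000080166) and ABCB5 (ENSG00000004846) fell furthest. CAPN3, on chromosome 15 from 42359500 to 42412318, had 308 ± 181 TPM in WT (SD, n = 4), 1.40 ± 1.11 TPM in clone 4.1 (SD, n = 3) and 1.72 ± 0.814 TPM in clone 4.2 (SD, n = 3). Its log2 differences were -6.76 and -6.53 (SE 0.99), with limma adjusted p-values of 0.000138 and 0.000296. DCT changed by -6.50 and -6.89 and ABCB5 by -5.03 and -4.95. DCT had 842 ± 615 TPM in WT (SD, n = 4), so WT libraries themselves differed widely. Its fall was not specific to R4: DCT changed by -5.70 in R1 clone 1.2 (limma adjusted p 0.00425). In R1 clone 1.1 it changed by -1.82 and in clone 1.3 by -3.41 (limma adjusted p 0.231 and 0.225).

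With the clone as the unit, 0 genes were called for either region against WT or for R1 against R4, in either line or over both. The counts at an unadjusted p under 0.05 were 125 for R1, 44 for R4 and 201 for R1 against R4 in A375, where chance alone gives 834.6 of 16692 genes. They were 584, 1151 and 970 in WM115, where chance gives 849.85. Over both lines, 658 genes had an unadjusted p under 0.05 between R1 and R4, where chance gives 764.35. SOX10 differed by a log2 of -0.78 (SE 0.40) between the 4 R1 clones and the 4 R4 clones, with an unadjusted p of 0.0871 in the limma fit, which was 0.996 after adjustment. Without library 3 of WM115 clone 1.2 it was -0.38 (SE 0.16, limma unadjusted p 0.0449, adjusted 0.977). Leaving out 1 clone at a time gave -1.14 to -0.29, with limma adjusted p-values of 0.695 to 0.9999. The limma unadjusted p-values of these fits ran from 0.00906 without WM115 clone 1.1 to 0.169 without WM115 clone 4.2. Treating libraries as the unit, which counts repeats of a clone as independent, moved the counts most, to 193 genes called between R1 and WT in A375 at clone level, 46 genes called between R4 and WT in A375 at clone level, 554 genes called between R1 and WT in WM115 at clone level and 1077 genes called between R4 and WT in WM115 at clone level.

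Whether a deletion had the same effect in both lines was tested by an interaction. For R1, 0 genes were called and 205 had an unadjusted p under 0.05. For R4 these numbers were 0 and 387. Chance alone gives 764.35 of 15287 genes at an unadjusted p under 0.05. The SOX10 interaction was -0.84 (SE 1.01) for R1 and -0.25 (SE 1.01) for R4, and both adjusted p-values were 0.9999. The SOX10 difference of the R1 effect between the 2 lines was -0.06 without library 3 of WM115 clone 1.2. Across 15287 genes, the R1 effects in the 2 lines correlated at r 0.16 and rho 0.09, and the R4 effects at r 0.06 and rho 0.04. Single pairs of clones, 1 per line, a spread chosen after the data were seen, gave r of -0.12 to 0.27 for R1 and 0.02 to 0.05 for R4. CLU (ENSG00000120885) was the 1 gene called in all 4 R1 clones, with log2 differences of 1.32 and 1.37 in A375 and 1.90 and 4.78 in WM115. CLU was also called in WM115 clones 4.1, 4.2 and 1.3, where it rose by 1.70, 3.51 and 3.05. With A375 clone 4.1 and WT paired, TFPI2 was called in all 4 R4 clones, at 2.57 and 2.20 in WM115. For R4 without pairing, 0 genes were called in all 4 clones. The 387 genes with an unadjusted interaction p under 0.05 are fewer than chance gives, so they are no evidence of a difference between the lines.

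The gene lists asked whether the clones moved between melanoma cell states. In WM115 clones 4.1 and 4.2, the melanocytic list had median log2 differences of -2.87 and -2.41, with 12 and 13 of 14 tested genes lower and camera adjusted p-values of 0.000170 and 7.92e-05. MITF fell by 3.40 and 2.80 on the log2 scale in these clones. The undifferentiated list had medians of 0.94 and 1.01, with 19 of 20 genes higher in each and camera adjusted p-values of 2.99e-05 and 7.02e-06, and the neural crest and glial list had medians of 0.22 and -0.32 (0.309 and 0.977). In WM115 clone 1.2, the melanocytic list had a median of -1.34 (0.000170), the undifferentiated list 1.01 (0.000953) and the neural crest and glial list -1.13 (0.00757), and without library 3 the last median was -0.25. In WM115 clone 1.1 the medians were -1.13 for the melanocytic list (0.0592), 0.36 for the neural crest and glial list (0.0226) and 0.47 for the undifferentiated list (0.0147). In clone 1.3 they were -0.25 (0.252), 0.09 (0.963) and 0.33 (0.0399), and leaving out 1 library changed the sign of each median. The melanocytic list in WM115 clone 1.1 passed without its library 5 (-1.23) or WT library 3 (-1.50), and the undifferentiated list in WM115 clone 1.1 no longer passed without WT library 4 (0.27).

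In A375 only 7 of the 15 melanocytic genes passed the filter. The neural crest and glial list was lower in R1 clones 1.1 and 1.2, with medians of -0.49 and -0.52, 18 and 15 of 20 genes lower and camera adjusted p-values of 0.000209 and 0.00196. The undifferentiated list had medians of 0.23 (0.00757) and 0.71 (0.00488) there, and the melanocytic list -0.36 (0.0308) and 0.05 (0.580). Without library 3 of clone 1.1, the melanocytic list in A375 clone 1.1 had a median of 0.03, and without WT library 3 the undifferentiated list in A375 clone 1.1 had one of 0.03. In R4 clone 4.1 the 3 medians were -0.14 (melanocytic), 0.01 (neural crest and glial) and -0.24 (undifferentiated). Each had a camera adjusted p of 0.977. These p-values rest on the fit without pairing by replicate number, so they do not exclude a change that pairing would show. In R4 clone 4.2 the 3 medians were -0.18 (0.0914), -0.24 (0.0117) and 0.29 (0.309). Without its library 2 the melanocytic list in A375 clone 4.2 passed at -0.08, and without its library 3 the neural crest and glial list in A375 clone 4.2 no longer passed. The melanocytic list in A375 clone 1.1 also no longer passed without library 1 of that clone (-0.55) or WT library 3 (-0.33).

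Of the 27 list tests, 16 passed with camera. Under fry the adjusted p also passed for the 3 lists in A375 clone 1.1, the neural crest and glial and the undifferentiated lists in A375 clone 1.2, and the melanocytic and the undifferentiated lists in WM115 clones 1.2, 4.1 and 4.2. With an estimated correlation 0 of the 27 passed, and the smallest adjusted p was 0.319. The melanocytic list in WM115 clone 1.1 had a median of -1.13 and did not pass with camera (adjusted p 0.0592), and with the replicate block it passed at a median of -1.23.

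**Figure D3:**
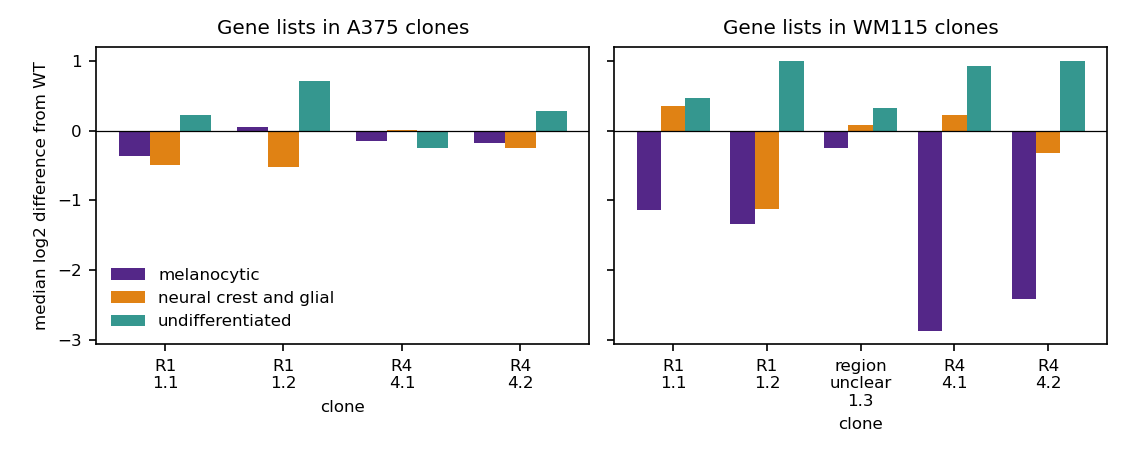
Median log2 difference from WT of the genes tested in 3 lists, in each clone of A375 (left) and WM115 (right). The melanocytic list reaches -2.87 and -2.41 in WM115 clones 4.1 and 4.2; the small A375 melanocytic median of clone 1.2, 0.05, turns negative under quantile normalization.

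Genes around SOX10 were examined because an enhancer can act on its neighbours. Of the 24 genes listed, 21 were tested in A375 and 22 in WM115. In A375 clone 1.2, 2 genes passed over all genes and 3 when adjusted over the list alone, with MICALL1 higher by a log2 of 0.88. In A375 clones 1.1, 4.1 and 4.2 and in WM115 clone 1.3, 0 genes passed either way, while 4, 2, 1 and 1 had an unadjusted p under 0.05. The count for A375 clone 4.1 rests on the fit without pairing by replicate number, so a change that pairing would show is not excluded. In WM115, 7 genes passed in clone 1.1, 13 in clone 1.2, 6 in clone 4.1 and 5 in clone 4.2, and adjusted over the list alone these were 7, 14, 6 and 5. With each chromosome's median removed, the genes near SOX10 in WM115 clone 1.2 fell to 5. Leaving out library 3 of that clone left 3. Leaving out library 1 or 2 of clone 4.1 left 2 or 1 of the genes near SOX10 in WM115 clone 4.1. The genes near SOX10 in WM115 clone 4.2 numbered 2 and 3 without its libraries 1 and 2, and 3 without WT library 1 or WT library 4. The genes near SOX10 in WM115 clone 1.1 numbered 4 without WT library 2 or WT library 4. The genes near SOX10 in A375 clone 1.2 numbered 1 without its library 1 or 4 or WT library 3 or 4.

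PLA2G6 (chromosome 22, 38111495 to 38205690, minus strand) had the largest change among these neighbours and was singled out after its values were seen. It had 328 ± 51.9 TPM in WM115 WT (SD, n = 4) and 45.1 ± 30.1 TPM in clone 1.1 (SD, n = 5), 63.7 ± 47.1 in clone 1.2 (SD, n = 3), 50.9 ± 21.9 in clone 4.1 (SD, n = 3) and 53.5 ± 45.04 in clone 4.2 (SD, n = 3). Its log2 differences were -3.08, -2.87, -2.73 and -2.91, with limma adjusted p-values of 0.00286, 0.0119, 0.0132 and 0.0106. Clone 1.3 had 331 ± 301 TPM (SD, n = 3). In A375, PLA2G6 had 7.45 TPM in WT and 4.84 to 9.54 TPM in the clones. LGALS1 rose by a log2 of 1.15, 1.19 and 1.43 in WM115 clones 1.1, 4.1 and 4.2. MAFF changed by a log2 of -1.58, -1.94 and -1.86 in WM115 clones 1.1, 1.2 and 4.2 (limma adjusted p 0.0311, 0.0229 and 0.0285). In clone 4.1 it changed by -0.82 (limma adjusted p 0.317). POLR2F overlaps SOX10 and can share its reads.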

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

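The tests of this part were all chosen after the result was seen, and only 1 technical explanation was tested for each pattern, so other explanations stay untested. In 65 groups of 4 or 5 libraries of the named genes, 4 values lay far from the others of their group, and chance gives 3.25 at 1 in 20.

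ADGRF1 had 6.17 TPM in library 4 of A375 R4 clone 4.1, where the other 3 libraries had 0.368 to 1.27 TPM. It had 4.80 TPM in library 4 of A375 WT, where the others had 0.17 to 0.884 TPM. Both are libraries with the number 4. If libraries of the same number had been handled together, their other genes would move together too, and the deviations of these 2 libraries from their group means correlated across genes at 0.705. Shared handling may therefore account for both values. What was shared is not given in the labels, and no biological explanation was tested.

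CTSK had 1.05 TPM in library 2 of A375 R1 clone 1.2, where the other 3 libraries had 2.42 to 2.53 TPM. Poor recovery of the library was tested by the number of genes with a TPM of at least 1, which was 14902 and lay within the range of the A375 libraries, 14128 to 16140. It was the lowest of its clone, whose other libraries had 15152 to 16140 genes, so poor recovery stays open. The 3 other values lie close together, so a modest difference stands out, and no biological explanation was tested.

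GAGE12C had 2.28 TPM in library 3 of A375 R4 clone 4.1 and was listed at 0 in the other 3 libraries. Reads shared between paralogs would move TPM between copies and leave their sum alone. The 13 GAGE genes summed to 26.2 TPM in this library, against 24.8 to 33.3 TPM in the other libraries of the clone and 111 to 156 TPM in WT. The sums of the other libraries differed by more than 2.28 TPM, so the sum cannot tell shared reads from a true rise of GAGE12C. Reads of the family assigned to this copy in 1 library stay a candidate explanation, and a true rise in that library was not tested.

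The R1 effect on ACAN was -2.63 in A375 and 2.39 in WM115 on the log2 scale, a difference of 5.02 (SE 1.97, limma unadjusted p 0.0359, adjusted p 0.9999 over 15287 genes). It was measured in 7 R1 libraries of A375 and 8 of WM115. After the GC and length correction the difference was 5.27 (5.265), which argues against a GC or length bias as its cause. The result fails the correction for multiple tests. A difference between the lines in the response of ACAN stays open, as does variation between clones.

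The R4 effect on ID3 was -0.28 in A375 and 3.77 in WM115, a difference of 4.05 (SE 1.12, limma unadjusted p 0.00759, adjusted p 0.9999 over 15287 genes). It was measured in 7 R4 libraries of A375 and 6 of WM115. After the GC and length correction the difference was 4.06, which argues against a GC or length bias as its cause. It too fails the correction for multiple tests, and a difference between the lines and variation between clones both stay open.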

How the results depend on the processing

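Alternatives chosen after the data were seen are the GC and length correction, the mitochondrial term and sets, the 2-group block, library 3 of WM115 clone 1.2 left out, each clone left out for SOX10 between regions and the removal of chromosome medians. Where no cause is given below, the cause was not tested. No alternative fixed in advance was left out. Of those added later, the mitochondrial set gave no value for WM115 clone 4.1, which had 1 library in the set.

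SOX10 kept its direction in each clone under each alternative. The adjusted p for SOX10 in A375 clone 1.2 rose over 0.05 after quantile normalization (-0.55) and in 1 mitochondrial set (-0.68), and its log2 difference ranged from -0.66 to -0.58 when 1 library was left out. That for SOX10 in WM115 clone 1.2 rose over 0.05 with 2 groups in the fit (-2.44) and in 1 mitochondrial set (-2.44), where fewer libraries entered, and the difference ranged from -3.24 to -0.87 without 1 library. SOX10 in A375 clone 1.1 ranged from -0.66 to -0.25, and its adjusted p came under 0.05 without its library 1. The ranges were 0.13 to 0.23 (0.125 to 0.225) for SOX10 in A375 clone 4.1, -0.41 to -0.20 for SOX10 in A375 clone 4.2, -0.38 to -0.26 (-0.255) for SOX10 in WM115 clone 1.1, -0.37 to -0.03 for SOX10 in WM115 clone 1.3, -0.43 to -0.25 for SOX10 in WM115 clone 4.1 and -0.43 to -0.10 for SOX10 in WM115 clone 4.2.

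In A375, a mean TPM of at least 5 tests fewer genes and no minimum difference calls more by construction. The genes called in A375 clone 1.1 were 68 at that filter, 34 with 2 groups in the fit and 28 in 1 mitochondrial set, and 56 to 223 without 1 library (56 without its library 2, 223 without its library 1). For the genes called in A375 clone 1.2 the counts were 321 at that filter, 1423 with no minimum difference and 124 in 1 mitochondrial set, and 510 to 761 without 1 library. As for the genes called in A375 clone 4.1, there were 166 with a pseudocount of 0.1, 54 at that filter, 219 with no minimum difference, 37 in 1 mitochondrial set, 246 with 2 groups and a replicate block, and 213 with the GC and length correction added. They were 75 to 138 without 1 library. Likewise, the genes called in A375 clone 4.2 were 31 at that filter, 40 with 2 groups and 23 in 1 mitochondrial set, and 49 to 92 without 1 library (52 without its library 2, 49 without its library 3).

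In WM115, the genes called in WM115 clone 1.1 were 1447 with a pseudocount of 0.1, 485 at a mean TPM of at least 5, 3732 with no minimum difference and 371 in 1 mitochondrial set, and 663 to 1034 without 1 library. For the genes called in WM115 clone 1.2 the counts were 715 at that filter, 787 with 2 groups and 3839 with no minimum difference, and 501 (without its library 3) to 1656 without 1 library. As for the genes called in WM115 clone 1.3, there were 25 at that filter, 62 with 2 groups, 180 with no minimum difference and 53 in 1 mitochondrial set, and 73 to 321 (without its library 3) without 1 library. Those for the genes called in WM115 clone 4.1 were 732 at that filter and 4110 with no minimum difference, and 970 to 1501 without 1 library. Likewise, the genes called in WM115 clone 4.2 were 708 at that filter, 3449 with no minimum difference and 568 in 1 mitochondrial set, and 784 to 1462 without 1 library.

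The genes called in both clones of A375 R1 were 15 at a mean TPM of at least 5, 49 with the replicate block, 47 with no minimum difference and 2 in 1 mitochondrial set, and 11 (without clone 1.1 library 2) to 61 (without its library 1) without 1 library. For the genes called in both clones of A375 R4 the counts were 26 with clone 4.1 and WT paired, 14 at that filter and 12 in 1 mitochondrial set, and 21 to 26 without 1 library. In WM115, the genes called in both clones of WM115 R1 were 254 with a pseudocount of 0.1, 92 at that filter, 775 with no minimum difference, 67 in 1 mitochondrial set, 26 with clone 1.3 as region 1 and 75 with library 3 of clone 1.2 left out, and 75 to 270 (without WT library 3) without 1 library. The genes called in both clones of WM115 R4 were 342 at that filter, 1828 with no minimum difference and 28 with clone 1.3 as region 4, and 350 (without WT library 4) to 751 without 1 library. The counts of 26 and 28 ask for a call in clone 1.3 as well as in both other clones. They can only fall by construction, so they do not show which region clone 1.3 carries.

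At the level of clones, libraries as units gave 193 genes called between R1 and WT in A375 at clone level, 46 genes called between R4 and WT in A375 at clone level, 554 genes called between R1 and WT in WM115 at clone level and 1077 genes called between R4 and WT in WM115 at clone level. Without a filter, 9 genes called between R1 and WT in WM115 at clone level and 9 genes called between R4 and WT in WM115 at clone level passed. Leaving out 1 clone moved SOX10 between R1 and R4 over both lines to between -1.14 and -0.29, and leaving out library 3 of WM115 clone 1.2 moved it to -0.38. The genes called between R1 and R4 in WM115 were 2 under each of quantile normalization, a mean TPM of at least 5 and the GC and length correction. The correlation across genes of the R4 effects in the 2 lines was 0.03 with a pseudocount of 0.1, 0.085 with the GC and length correction and 0.022 with clone 1.3 as region 4.

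The genes near SOX10 in A375 clone 1.2 were 1 under median-of-ratios scaling, 1 under quantile normalization, 4 with the mitochondrial term and 0 in 1 mitochondrial set, and 1 to 3 without 1 library. For the genes near SOX10 in WM115 clone 1.1 the counts were 3 with the mitochondrial term and 1 in 1 set, and 4 to 8 without 1 library. Likewise, the genes near SOX10 in WM115 clone 1.2 were 7 in 1 set and 5 with chromosome medians removed, and 3 (without its library 3) to 13 without 1 library. There were, for the genes near SOX10 in WM115 clone 4.1, 2 with the mitochondrial term, and 1 (without its library 2) to 6 without 1 library. In clone 4.2, the genes near SOX10 in WM115 clone 4.2 were 3 with the replicate block and 0 in 1 set, and 2 (without its library 1) to 6 without 1 library.

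With camera at an estimated correlation, each of the 16 lists that had passed no longer did, at the same median: -0.36 for the melanocytic list in A375 clone 1.1, -1.34 for the melanocytic list in WM115 clone 1.2, -2.87 for the melanocytic list in WM115 clone 4.1 and -2.41 for the melanocytic list in WM115 clone 4.2; -0.49, -0.52 and -0.24 for the neural crest and glial list in A375 clone 1.1, the neural crest and glial list in A375 clone 1.2 and the neural crest and glial list in A375 clone 4.2; 0.36 and -1.13 for the neural crest and glial list in WM115 clone 1.1 and the neural crest and glial list in WM115 clone 1.2. For the undifferentiated list in A375 clone 1.1, the undifferentiated list in A375 clone 1.2, the undifferentiated list in WM115 clone 1.1, the undifferentiated list in WM115 clone 1.2, the undifferentiated list in WM115 clone 1.3, the undifferentiated list in WM115 clone 4.1 and the undifferentiated list in WM115 clone 4.2 the medians were 0.23, 0.71, 0.47, 1.01, 0.33, 0.94 (0.935) and 1.01. Under fry the melanocytic list in A375 clone 4.2 passed (-0.18), and those at -0.24 (A375 clone 4.2) and 0.36 and -1.13 (WM115 clones 1.1 and 1.2) in the neural crest and glial list, and 0.47 and 0.33 (WM115 clones 1.1 and 1.3) in the undifferentiated list, no longer passed.

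The melanocytic list in WM115 clone 1.1 passed under median-of-ratios scaling (-1.05), quantile normalization (-0.90), the replicate block (-1.23), the GC and length correction (-1.08, from -1.075) and with library 3 of clone 1.2 left out (-1.13). The neural crest and glial list in WM115 clone 1.1 no longer passed under median-of-ratios scaling (0.475), quantile normalization (0.32) or the GC and length correction (0.455), nor did the undifferentiated list in WM115 clone 1.1 (0.57, 0.45 and 0.61) or, with the mitochondrial term, at 0.15. The undifferentiated list in WM115 clone 1.3 no longer passed under median-of-ratios scaling (0.38), quantile normalization (0.31) or the replicate block (0.18). The melanocytic list in A375 clone 1.2 changed sign under quantile normalization (-0.085).

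Without 1 library, the melanocytic list in A375 clone 1.1 ranged from -0.55 to 0.033 (without its library 3), the melanocytic list in A375 clone 1.2 from -0.004 (without its library 3) to 0.14, the melanocytic list in A375 clone 4.1 from -0.20 to -0.004 and the melanocytic list in A375 clone 4.2 from -0.37 to -0.08. The range was -1.50 to -0.72 for the melanocytic list in WM115 clone 1.1, -1.67 to -0.84 for the melanocytic list in WM115 clone 1.2, -3.29 to -2.56 for the melanocytic list in WM115 clone 4.1 and -2.73 to -2.11 for the melanocytic list in WM115 clone 4.2. It was -0.85 to 0.20 for the melanocytic list in WM115 clone 1.3, which changed sign without WT library 4 (0.124) or its library 2 (0.204).

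The neural crest and glial list in A375 clone 1.1 ranged from -0.73 to -0.30, the neural crest and glial list in A375 clone 1.2 from -0.68 to -0.49 and the neural crest and glial list in A375 clone 4.2 from -0.55 to -0.11. The neural crest and glial list in A375 clone 4.1 ranged from -0.046 (without WT library 4) to 0.13 and was -0.004 without its library 1. The neural crest and glial list in WM115 clone 1.1 ranged from 0.28 (0.275) to 0.48, the neural crest and glial list in WM115 clone 1.2 from -1.64 to -0.25 (without its library 3), the neural crest and glial list in WM115 clone 1.3 from -0.15 (without its library 1) to 0.19, the neural crest and glial list in WM115 clone 4.1 from 0.14 to 0.29 and the neural crest and glial list in WM115 clone 4.2 from -0.35 to -0.19.

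The undifferentiated list in A375 clone 1.1 ranged from 0.03 (0.034, without WT library 3) to 0.48 (0.475), the undifferentiated list in A375 clone 1.2 from 0.57 to 0.82, the undifferentiated list in A375 clone 4.1 from -0.32 to -0.14 and the undifferentiated list in A375 clone 4.2 from 0.12 to 0.35. The undifferentiated list in WM115 clone 1.1 ranged from 0.27 to 0.67, the undifferentiated list in WM115 clone 1.2 from 0.72 to 1.301, the undifferentiated list in WM115 clone 1.3 from -0.054 (without its library 2) to 0.70, the undifferentiated list in WM115 clone 4.1 from 0.78 to 1.13 and the undifferentiated list in WM115 clone 4.2 from 0.79 to 1.23.

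Among the single genes named, 34 other values changed, each of them no longer past the threshold in the same direction. These values are not listed here, so an adjusted p given for a named gene holds only for the fit it comes from. Because no counts are given, depth could not be used as a limit on any result.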

Other observations

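The tests chosen only after the result was seen are, for SOX10 in library 3 of WM115 clone 1.2, those of an exchanged library and of few genes; for the melanocytic genes, those of GC content, mitochondrial share and single WT libraries; for clone 1.3, that of chromosome 8; for chromosome 22, those of distance and of its parts; and both tests of mixture.

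The libraries of each clone and of WT were split in every other way into groups of the same sizes, which gives 35 splits, the real one included. For WM115 clone 1.1, 100 of the possible 126 were drawn. As many genes were called in 1 of the 35 splits for A375 clone 1.1, 1 for clone 1.2, 2 for clone 4.1 and 1 for clone 4.2. In WM115 this was 1 of the 100 for clone 1.1, and of the 35 it was 1 for clone 1.2, 1 for clone 4.1, 1 for clone 4.2 and 3 for clone 1.3. The other A375 clone 4.1 split, with 521 genes, set library 4 and WT libraries 1, 3 and 4 against the rest, so the libraries numbered 2 and 4 each stayed on 1 side, and ribosomal protein genes took 18.97% of TPM against 23.5%. All these splits were fitted without the replicate block, where the real split gave 109 genes. Of the 8 splits that part all 4 pairs, 1 had as many genes, the real one, and the others had 0. With the block the real split gave 246 genes, but no other split was fitted that way, so the splits do not test that count. Of the other WM115 clone 1.3 splits, 1 gave 366 genes, with WT library 3 beside libraries 1 and 2 of the clone, where ribosomal protein genes took 15.1% of TPM against 11.6%. For WM115 clones 1.2, 4.1 and 4.2 the highest other splits gave 657, 942 and 1017 genes, each by moving WT library 3 to the side of the clone, and for clone 1.1 the highest gave 607.

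As many genes near SOX10 passed in 2 of the 35 splits for A375 clone 1.2, and in WM115 in 1 of the 100 for clone 1.1, and of the 35 in 1 for clone 1.2, 1 for clone 4.1 and 2 for clone 4.2. For the lists, a camera p as small came up in the following numbers of splits, given as melanocytic, neural crest and glial, and undifferentiated. In A375 they were 2, 1 and 6 of 35 for clone 1.1; 17, 7 and 3 for clone 1.2; 30, 32 and 34 for clone 4.1; and 3, 1 and 29 for clone 4.2. In WM115 they were 43, 17 and 41 of 100 for clone 1.1. Of 35 they were 11, 21 and 10 for clone 1.2, 5, 10 and 9 for clone 4.1, 3, 31 and 4 for clone 4.2, and 26, 27 and 23 for clone 1.3. Between R1 and R4 over both lines, 16 of 34 splits of the clones had as many genes at an unadjusted p under 0.05 as the real 658, up to 1979.

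A375 R1 clone 1.1 and R4 clone 4.2 changed alike, at r 0.71 across genes, with 35 genes called the same way and 0 the opposite way, although they carry different deletions, and 1679 and 1297 genes had an unadjusted p under 0.05. Set against different WT libraries the 2 effects still correlated at a mean of 0.358, 0.22 to 0.49 over the divisions, and after the GC and length correction at 0.417, which argues against shared WT libraries and GC or length bias as the whole cause. Libraries with different numbers correlated at a mean of 0.120 (-0.45 to 0.62) and libraries with the same number at 0.398. Within the libraries of low mitochondrial share the mean was 0.0696. Handling by number and mitochondrial share cannot be told apart from likeness of the clones, because few libraries are left for each comparison.

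Library 3 of WM115 clone 1.2 had 9.56 TPM of SOX10. Any other library had at least 272 TPM. That would hold whichever label this library should carry, so the SOX10 level cannot decide whether labels were exchanged. A set of 22 genes was on in libraries 1 and 2 of clone 1.2 and off in WT and in library 1 of clone 1.3. Library 3 of clone 1.2 had the state of clone 1.2 at 90.9% of them, and library 3 of clone 1.3 at 0. These genes argue against a WT library or one like libraries 1 and 3 of clone 1.3. Library 2 of clone 1.3 had that state at 95.5%, so an exchange with it stays open. In library 3 of clone 1.2, genes expressed in WM115 and silent in A375 kept a median of 72.2% of their level in libraries 1 and 2. SOX10 kept 3.47%, which argues against mostly foreign cells. With 15424 genes at a TPM of at least 1, library 3 of clone 1.2 also lies within the 14084 to 15528 of the others. A loss of SOX10 expression in part of this clone may be the reason, and it was not tested apart from the mixture below.

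The melanocytic genes were lower in WM115 clones 4.1 and 4.2. The higher of the 2 medians was -2.31 after the GC and length correction, -2.38 with the mitochondrial set as a term and -2.11 without 1 WT library. Other genes expressed in WM115 and silent in A375 stood at a median of at least 71.8% of WT, where the melanocytic genes stood at 4.03% and 10.5%. These values argue against each of the 4 explanations. A difference that other groupings of the libraries also give was not excluded. A camera p as small came up in 5 of 35 splits for clone 4.1 and 3 of 35 for clone 4.2, the real split included. SOX10 itself stood at 79.9% and 83.2% of WT. The melanocytic list was also lower in WM115 R1 clone 1.2, at a median of -1.34 (camera adjusted p 0.000170). In R1 clone 1.1 its median was -1.13 (camera adjusted p 0.0592). Lower melanocytic genes were thus not confined to the R4 clones of WM115. A change of cell state in clones 4.1 and 4.2 is a candidate explanation, tied to the R4 deletion or to the clones themselves, which 2 clones cannot separate.

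WM115 clone 1.3 has conflicting labels, and its libraries differ. Library 2 was nearest to clone 1.2 (r 0.981) and had the state of clone 1.2 at 95.5% of 22 genes, where a held-out library of clone 1.2 had it at 90.9% and library 3 of clone 1.3 at 0. A library of clone 1.2 under this label, or cells of it, may explain that. Library 3 was nearest to WT (r 0.976) and had the state of WT at 40% of only 5 genes, where held-out WT libraries had at least 62.5%, so the genes leave open whether it is a WT library. Its chromosome 8 median was 0.26 (0.255), against -0.06 to 0.07 in the WT libraries and at least 0.22 in each of the 17 WM115 clone libraries, which argues against a WT library.

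Chromosomes with a median log2 difference of at least 0.2 in size were counted after the data were seen. There were 1 in A375 clones 1.2 and 4.1 each, 0 in A375 clones 1.1 and 4.2, 2 in WM115 clone 1.3, 5 in clone 1.1, 6 in clone 1.2, 5 in clone 4.1 and 3 in clone 4.2, and 0 in any WT library set against the others. Examples are chromosome 13 in A375 clone 1.2 (-0.47), chromosome 8 in WM115 clone 1.1 (0.63), chromosome 11 in clone 4.1 (0.45) and chromosome 13 in clone 4.2 (-0.59). Of the called genes, 3.44% and 7.34% lay on them in A375 clones 1.2 and 4.1, against 1.79% and 3.43% of the tested genes. In WM115 clones 1.3, 1.1, 1.2, 4.1 and 4.2 they held 10.5%, 23.5%, 27.1%, 29.9% and 14.5% of the called and 5.21%, 15.4%, 22.8%, 24.03% and 10.02% of the tested genes. With chromosome medians removed, the number of genes called in each clone stayed within 1.5 times its value. Chromosome 8 was higher in every WM115 clone, by 0.26 in 1.3, 0.63 in 1.1, 0.23 in 1.2 and 0.25 in 4.1 and 4.2. Chromosome 13 was lower in clones 1.3, 1.1, 1.2 and 4.2 (-0.23, -0.20, -0.33 and -0.59). In clone 4.1 its library medians were 0.07 to 0.11. Some differences from WT were thus shared by WM115 clones with either deletion, so shared calls need not follow a deletion.

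Genes on chromosome 22 were lower in WM115 clone 1.2, with medians of -0.36, -0.27 and -0.89 in its 3 libraries. The 171 genes over 5 megabases from SOX10 had a median of -0.53, which argues against an effect on the surroundings alone. The median was -0.49 after the GC and length correction, and the highest library had -0.27. Divided into 10 parts of equal gene number, the chromosome had a median under 0 in all 10, and fewer copies of chromosome 22 may be the reason. Copy number was not measured. This bears on SOX10 and its neighbours, which lie on that chromosome.

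A set of 14 genes outside chromosome 22 was at a TPM of at least 20 in library 3 of WM115 clone 1.2 and under 0.5 in all 4 WT libraries, which are low by construction. The set was first defined against libraries 1 and 3 of clone 1.3 and redefined after its values were seen. The first sets, of 17 and 28 genes, gave shares of 26.1% to 45.1% and are those of the last test below. The set of 14 reached a median of 44.5% and 42.9% of that level in libraries 1 and 2 of clone 1.2 and 44.0% in library 2 of clone 1.3, and at most 1.04% in 17 others, the WT libraries included. In the same order the quartiles across the genes were 25.4% to 49.0%, 21.1% to 61.7% and 20.5% to 61.5%. Single genes thus gave widely different shares. The share read from chromosome 22 was 48.0%, 37.4% and 31.9% in these 3 libraries, so the largest gap was 12.1 percentage points. In the 17 others it ran from -12.3% to 4.31%. Mixtures with cells like those of library 3 may account for these libraries. Library 3 and clone 1.3 as the only parts gave sums from 68.1% up to 95.5%, which leaves that version open.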
